A study of Homo sapiens with 15 samples.

How the data were processed

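RNA was measured by poly(A) RNA sequencing in MCF-10A cells, a non-tumorigenic human mammary epithelial line, in 15 libraries. Per the labels, the libraries fall into 5 genotypes with 3 biological replicates each: parental cells, cells given an empty vector, and 3 NF1-edited lines made with guide RNA 1, guide RNA 2, or both guides. Each library was assigned to its genotype and replicate number from its own label, and each column of the tables was matched to a library by name.

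The authors deposited a table of whole-number read counts per gene, with Ensembl gene identifiers and no pooling of replicates. Per the labels, RNA was purified on RNeasy columns and libraries were made with a KAPA mRNA HyperPrep kit. The aligner, the counting program, the genome build, the annotation and the use of strand are not stated in the labels, so genes that overlap others or share reads with close copies carry that uncertainty. The authors also deposited a table of CPM, which are counts expressed relative to the library total. The deposited CPM equal CPM computed from the deposited counts and library totals to within 4.91e-11, with no composition factor, and so add no separate measurement. CPM values printed for single genes are in that unit.

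The table lists 60721 gene identifiers, of which 60357 were given a symbol from a table of gene names. Positions come from GENCODE release 29 on GRCh38, in which 58503 of the identifiers have a record; the build used by the authors may differ. The library totals ranged from 46129559 to 78976917 counts, with a median of 55942785. A gene with 3 counts had between 0.038 and 0.065 CPM depending on the library, which is the smallest level taken as detectable here. Such floors cover counting error only, since reads without molecular identifiers are not independent molecules.

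Differential expression was tested on the deposited counts with edgeR 4.0.16 in R 4.3.3. Genes were filtered with filterByExpr by genotype, which left 17457 genes, and libraries were scaled by the trimmed mean of M-values (TMM). A single group-means model was fitted over all 15 libraries with the quasi-likelihood method, so every comparison shares one estimate of the spread with 10 residual degrees of freedom. P-values were adjusted by the Benjamini-Hochberg method over all tested genes, and a gene is called changed at an adjusted p under 0.05. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. The empty vector was the main control and the parental cells were a further control. Tests were two-sided.

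A list of 10 transcripts that report MAPK pathway activity was tested with camera in limma 3.58.1, with an inter-gene correlation of 0.01. It is one of 4 lists of 10 genes each, the others being for proliferation, mesenchymal state and interferon response. For NF1 alone, CPM was also compared by an exact permutation test in scipy 1.17.1. Principal components and list scores used log2 CPM with a prior count of 2. Numerical work in Python 3.11.15 used numpy 2.4.6 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.

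The groups, the tests, the gene lists, the rule for named genes and most of the other settings were fixed before the data were examined. The genes named are NF1, the 10 MAPK transcripts, and the 5 highest and 5 lowest genes among those changed the same way in every edited line against both controls. To these the rule adds the 2 highest and 2 lowest changed genes in parental against empty vector and in guide 1 against guide 2. Genes picked by rank needed an average log2 CPM of at least 1. Only NF1 met the rule for genes shared against both controls. Genes named outside the rule are identified where they appear as chosen after their values were seen.

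The replicate numbers come from the labels, which number the biological replicates of each genotype 1 to 3. The labels do not say whether equal numbers were cultured or prepared together. The main model has no replicate block, and the main results are also given with the replicate number as a block; some single-gene values are given without it. Whether equal numbers pair the libraries was checked by correlating deviations from the genotype means across genes. Replicate libraries were compared by a chi-square statistic per gene, over genes with at least 20 counts in the pair.

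The other settings chosen at that point were relative log expression (RLE) scaling, no filter on low counts, a replicate block, DESeq2 1.42.0, and a minimum absolute log2 fold change of 1. So were parental cells or the mean of both controls as the control, only the compared groups in the fit, the 9 edited libraries pooled, the fry test for the MAPK list, and the removal of each library in turn. After the data were seen, voom with sample quality weights in limma and 1 surrogate variable from sva 3.50.0 were added. The fits of comparisons without guide 2 after removing guide 2 replicate 2 were also added then.

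The edgeR procedure was tested on simulated counts made from the means, library sizes and dispersions of the real genes, with 200 genes changed 2-fold in one group. With the fitted dispersions and 17172 genes tested, 149 genes were called, 73% of the changed genes were recovered, 2% of the calls were false, and no gene was called in a comparison without change. In that comparison, camera gave a p under 0.05 for 4% of 2000 random lists of 10 genes. The simulated genes were drawn independently, so this share does not test lists of genes that move together. Each gene had the same dispersion in every library, so a library that lies far from its group was not simulated.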

Results

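Gene expression was measured in 15 libraries of MCF-10A cells. NF1 encodes neurofibromin, a GTPase-activating protein that lowers RAS signalling, and the series compares cells with edited NF1 to unedited cells. There were 5 genotypes with 3 libraries each: parental cells, empty-vector cells, and lines edited with guide 1, guide 2, or guides 1 and 2. The total count per library lay between 46129559 (guides 1 and 2, replicate 1) and 78976917 (guide 1, replicate 2). Of the 60721 genes in the table, 25347 had no count in any library and 17457 were tested. TMM factors were between 0.9725 and 1.0167.

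The first question was how much NF1 RNA each line contained. NF1 (ENSG00000196712) is annotated on chromosome 17 from 31094927 to 31382116 on the plus strand (GRCh38). Its level was 123.8 ± 8.87 CPM in empty-vector cells and 150.8 ± 9.30 CPM in parental cells (SD, n = 3 each). It was 47.4 ± 3.87 CPM in guide 1 cells, 29.4 ± 2.27 CPM in guide 2 cells and 28.1 ± 1.81 CPM in cells with both guides (SD, n = 3 each). These means are 38.3%, 23.8% and 22.7% of the empty-vector mean. The 9 edited libraries ranged from 26.04 to 51.3 CPM and the 6 unedited libraries from 115.33 to 158.73 CPM, without overlap. The exact permutation test of edited against unedited libraries gave p = 0.0004 over 5005 arrangements, the smallest p that it can give. That test treats all libraries as exchangeable, though the labels do not say whether replicates of a genotype were edited separately. Its p therefore does not measure the spread between separately edited lines. For each line against the empty vector the exact permutation p was 0.1, which is the smallest value that 3 against 3 allows. Parental against empty-vector cells gave the same exact permutation p, with a mean of 121.9% of the empty vector. Their libraries did not overlap either (140.56 to 158.73 against 115.33 to 133.01 CPM).

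**Figure D1:**
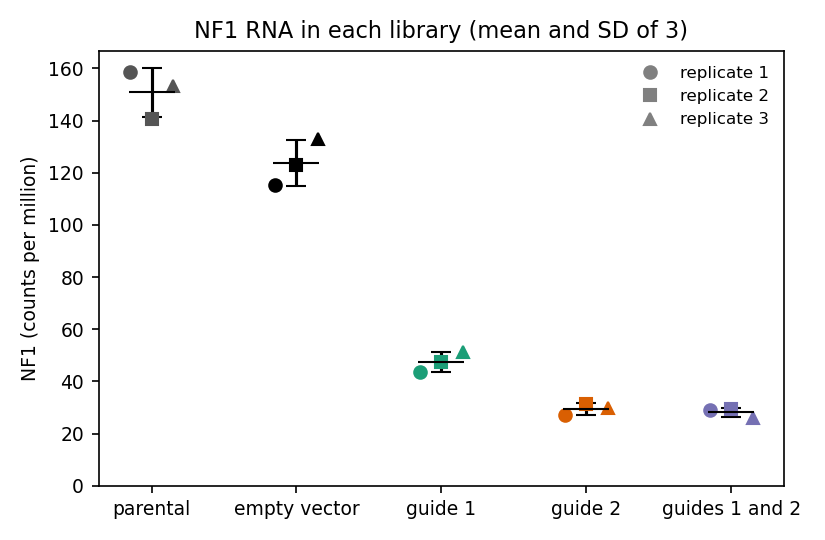
NF1 RNA in CPM (vertical axis) in each of the 15 libraries, by genotype (horizontal axis). Symbols mark the replicate number, horizontal bars the mean and error bars the SD of 3 libraries; the 9 edited libraries lie between 26.04 and 51.3 CPM and the 6 unedited libraries between 115.33 and 158.73 CPM.

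In the edgeR model the NF1 log2 fold change against the empty vector was -1.40 (SE 0.0888, adjusted p 4.71e-06) for guide 1 and -2.09 (SE 0.0909, adjusted p 1.22e-07) for guide 2. For guides 1 and 2 it was -2.16 (SE 0.0912, adjusted p 8.22e-08). With the replicate number as a block the values were -1.40, -2.09 and -2.16, with edgeR adjusted p of 7.54e-05, 4.25e-06 and 3.1e-06. The mean correlation of same-numbered libraries was -0.05 over 30 pairs. The alternative that moved these values most was parental cells as the control, with -1.65, -2.34 and -2.41. Parental and empty-vector cells did not differ in NF1 at the threshold (log2 fold change 0.25, SE 0.0871, adjusted p 0.121).

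The spread between replicates was unequal. Over log2 CPM, the first principal component held 46.4% of the variance, and 41.3% of it lay between genotypes. Guide 2 replicate 2 had a score of 91.89 on it, against -45.96 and -47.8 for the other guide 2 libraries. Its correlation across genes with them was 0.947 for each, and guide 2 replicates 1 and 3 had 0.995. Genes are not independent replicates in such correlations. The second component held 14.9% of the variance, 82.9% of it between genotypes, with the empty-vector libraries at -36.86, -38.35 and -44.33 and the other libraries between -5.58 and 49.87. No pair of replicates agreed within sampling noise. Between 24.6% and 76.8% of genes differed beyond it, against 5% by chance, so no pair appears to be a repeat of the same library. The check does not say whether the cultures were separate; the labels call them biological replicates, and each was counted as 1.

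**Figure D2:**
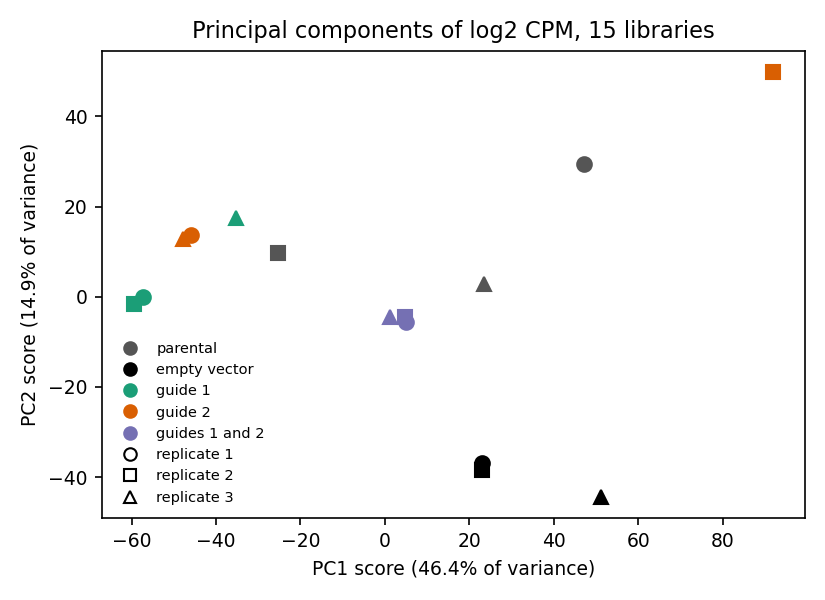
Scores of the 15 libraries on the first (horizontal axis, 46.4% of variance) and second (vertical axis, 14.9%) principal components of log2 CPM, in arbitrary units. Colours mark genotypes and symbols replicate numbers; guide 2 replicate 2 lies at 91.89 on the first component, and the 3 empty-vector libraries lie lowest on the second.

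The next comparison asked which genes differed between each edited line and the empty vector. By edgeR at an adjusted p under 0.05, 1026 genes changed in guide 1 cells, of which 228 were higher and 798 lower. In guide 2 cells 687 genes changed, with 210 higher and 477 lower. In cells with guides 1 and 2 the number was 168, with 47 higher and 121 lower. The mean of the edited lines differed from the empty vector in 1122 genes, 252 higher and 870 lower. With the replicate number as a block these 4 counts were 567, 375, 69 and 809. Same-numbered libraries of each line and the empty vector had a mean correlation of 0.201 for guide 1 (0.136 to 0.28). It was -0.134 for guide 2 (-0.377 to 0.223) and -0.077 for both guides (-0.106 to -0.034). Over all 30 pairs it was -0.05, so pairing is not excluded for guide 1. The counts depended strongly on the control and on how the spread was modelled. For guide 1 the alternatives ranged from 26 genes with parental cells as the control, the largest change as a ratio, to 7424 with voom and sample quality weights, chosen after the data were seen. The fits that each left out one library gave 215 to 3236 genes.

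**Figure D3:**
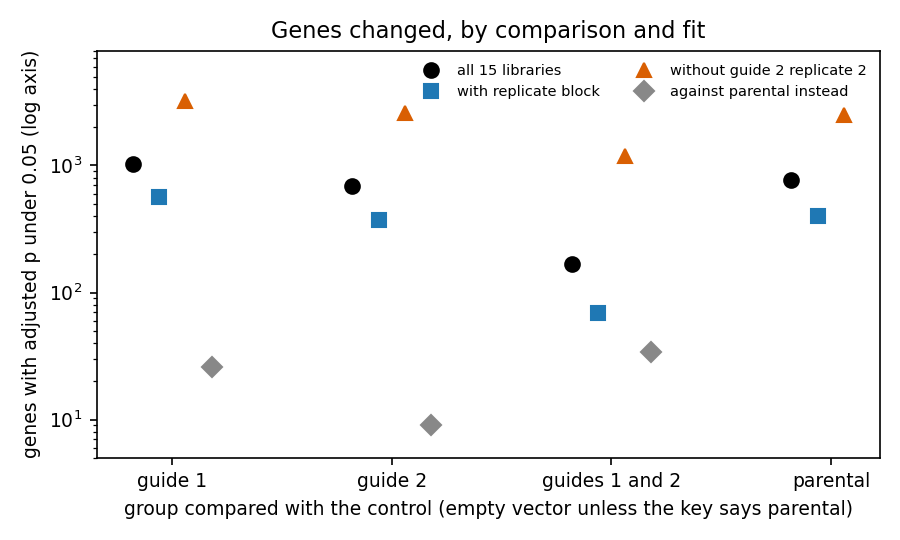
Number of genes with an edgeR adjusted p under 0.05 (vertical axis, log scale) for each group against its control (horizontal axis). Circles are the fit with all 15 libraries (1026, 687, 168 and 762 genes), squares the fit with a replicate block, triangles the fit without guide 2 replicate 2, and diamonds the edited lines against parental cells (26, 9 and 34 genes).

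The controls were compared with each other to measure how far they differ without editing. Parental and empty-vector cells differed in 762 genes, 267 higher and 495 lower in parental cells. With the replicate block the count was 400; same-numbered libraries of these groups had a mean correlation of 0.126. Among changed genes with sufficient expression, LCP1 (ENSG00000136167, chromosome 13, 46125920 to 46211871) and IL1B (ENSG00000125538, chromosome 2, 112829751 to 112836903) were lowest in parental cells. LCP1 had 88.6 ± 29.6 CPM in empty-vector and 0.776 ± 0.624 CPM in parental cells (SD, n = 3 each), with a log2 fold change of -6.92 (SE 1.33, edgeR adjusted p 0.0151; 0.0355 with the replicate block). IL1B had 47.9 ± 23.6 and 3.25 ± 1.85 CPM in the same groups, with a log2 fold change of -3.92 (SE 0.760, edgeR adjusted p 0.0153; 0.0408 with the block). The highest were TMPRSS15 (ENSG00000154646, chromosome 21, 18269116 to 18485879) and FPR1 (ENSG00000171051, chromosome 19, 51745172 to 51804110). TMPRSS15 had no count in the empty-vector libraries and 3.87 ± 2.88 CPM in parental cells (SD, n = 3), at least 69.2-fold above the floor of 0.056 CPM (edgeR adjusted p 0.0217; 0.053 with the replicate block). FPR1 rose from 0.815 ± 0.391 to 13.3 ± 12.9 CPM, with a log2 fold change of 3.998 (SE 0.682, edgeR adjusted p 0.00888; 0.0263 with the block). In each of these 4 genes some fit that left out one library had an adjusted p above the threshold.

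Genes changed the same way in all 3 edited lines against the empty vector numbered 107, with 17 higher and 90 lower. These comparisons share the empty-vector libraries, so the overlap is not independent. Of the 107 genes, 76 also changed in the same direction in parental against empty-vector cells, and 106 had the same sign there at any p. Requiring the same change against both controls left 1 gene, NF1. With the replicate block the counts were 41 and 1 (mean correlation of same-numbered libraries -0.05). Against parental cells, 26 genes changed in guide 1 cells, 9 in guide 2 cells and 34 in cells with both guides, and at an unadjusted p under 0.05 there were 3471, 1287 and 1742. With the replicate block the counts against parental cells were 9, 7 and 22. The mean correlation of same-numbered libraries with parental cells was 0.08 for guide 1, -0.485 for guide 2 (-0.75 to -0.123) and -0.021 for both guides.

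Guide 1 and guide 2 cells were compared directly to test the difference between the single guides. By edgeR, 7 genes differed, 4 higher and 3 lower in guide 1 cells, and 5 differed with the replicate block (mean correlation of same-numbered libraries of these groups -0.142). At an unadjusted p under 0.05 the number was 2648. NF1 was higher in guide 1 cells by 0.69 on the log2 scale (SE 0.0880, edgeR adjusted p 0.0121; 0.0449 with the block). In the fits that each left out one library its adjusted p ranged from 0.00308 to 0.101. JAM3 (ENSG00000166086, chromosome 11, 134068925 to 134152001) had 0.101 ± 0.0214 CPM in guide 1 and 1.18 ± 0.215 CPM in guide 2 cells (SD, n = 3 each), with a log2 fold change of -3.55 (SE 0.300, edgeR adjusted p 0.000435; 0.000267 with the block). In empty-vector cells it had 2.84 ± 0.602 CPM. PNMA8A (ENSG00000182013, chromosome 19, 46466491 to 46471563) had 28.6 ± 6.62 and 11.2 ± 0.735 CPM, with a log2 fold change of 1.36 (SE 0.159, edgeR adjusted p 0.00942; 0.0283 with the block). In the fits that each left out one library, the edgeR adjusted p ranged from 0.000413 to 0.0536 for PNMA8A and from 0.000226 to 0.00975 for JAM3. With only the 6 libraries of guide 1 and guide 2 in the fit, no gene passed the threshold.

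Because NF1 restrains RAS, 10 transcripts that report MAPK activity were examined (PHLDA1, SPRY2, SPRY4, DUSP4, DUSP6, CCND1, EPHA2, EPHA4, ETV4 and ETV5). Their mean log2 fold change against the empty vector was 0.15 in guide 1 cells, 0.13 in guide 2 cells and 0.13 in cells with both guides. The limma camera p was 0.140, 0.0792 and 0.0247, and after adjustment over 16 tests of the 4 lists it was 0.249, 0.181 and 0.0791. With the replicate block the means were 0.14, 0.12 and 0.13 and the limma camera p was 0.159, 0.0992 and 0.0308, with a mean correlation of same-numbered libraries of 0.201, -0.134 and -0.077. The alternative that moved the means most for guide 1 was 1 surrogate variable, chosen after the data were seen, with -0.05. Against parental cells the means were 0.30, 0.28 and 0.28, with unadjusted limma camera p of 0.00895, 7.16e-05 and 0.000179; with the replicate block they were 0.29, 0.27 and 0.28 (0.00919, 9.18e-05 and 0.000189), with the correlations with parental cells of 0.08, -0.485 and -0.021 given above. In the mean of the edited lines against the empty vector the list mean was 0.14, with 9 of 10 genes higher, an unadjusted limma camera p of 0.0470 and a fry p of 0.0483; with the block it was 0.13 (limma camera p 0.0589). The list mean in parental against empty-vector cells was -0.15 (limma camera p 0.344; 0.306 with the block, where the mean correlation of same-numbered libraries was 0.126).

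Of the 16 tests, all against the empty vector, 4 had an adjusted limma camera p under 0.05. None of these was for the MAPK list. The proliferation list was higher than in the empty vector in guide 2 cells (mean log2 fold change 0.59, adjusted p 2.46e-07), in cells with both guides (0.50, 1.61e-07) and in parental cells (0.64, 5.30e-08), with 10 of 10 genes higher in each. In guide 1 cells its mean was 0.13 (adjusted p 0.558). The interferon list was higher in guide 1 cells (0.66, adjusted p 0.0121, 9 of 10 genes). With the replicate block the adjusted limma camera p of these 4 tests was 1.07e-08, 6.72e-09, 1.48e-09 and 0.0145, with a mean correlation of same-numbered libraries of -0.134, -0.077, 0.126 and 0.201. The unadjusted p by fry in limma was 0.0184, 0.0345, 0.0120 and 0.130. Parental cells show the proliferation difference too, so it is not particular to the edited lines. Against parental cells, without adjustment for the number of tests, the proliferation list was lower in guide 1 cells (-0.52, 10 of 10 genes, limma camera p 1.89e-07) and had means of -0.05 in guide 2 cells (0.492) and -0.14 in cells with both guides (0.143). The lower score was seen in guide 1 replicates 1 and 2 (7.234 and 7.22). Replicate 3 had 8.129, inside the parental range of 8.086 to 8.136. The interferon list had 0.57 in guide 1 cells (0.00412), 0.11 in guide 2 cells (0.969) and 0.18 in cells with both guides (0.142). By fry in limma the unadjusted p was 0.166, 0.989 and 0.574, so only camera gives a difference for guide 1. By library, the interferon score in guide 2 replicates 1 to 3 was 2.222, 0.426 and 2.419. The range was 2.149 to 2.537 in guide 1 and 1.352 to 2.137 in parental cells. Replicate 2 thus lowers the guide 2 mean, which does not show that the rise is limited to guide 1. The mesenchymal list had -0.23 in guide 1 cells (0.173), -0.46 in guide 2 cells (6.77e-06) and -0.45 in cells with both guides (0.00300). The unadjusted p by fry in limma was 0.274, 0.0274 and 0.0772 in the same order. Much of the guide 2 value comes from replicate 2, with a score of 4.997. Replicates 1 and 3 had 6.055 and 6.009, and parental libraries 6.019 to 6.418. The median over the list was 0.03 in guide 1, -0.21 in guide 2 and -0.08 in both guides. The lowest genes in each line were COL1A2 (-2.47, -1.99 and -2.66) and COL1A1 (-1.01, -1.14 and -1.21), chosen after their values were seen. COL1A2 was near the floor in these lines (means of 0.0931, 0.133 and 0.0799 CPM) and had 0.530 CPM in parental cells. The mesenchymal means thus depend heavily on these collagen genes. With the replicate block these 9 limma camera p were 8.82e-09, 0.468 and 0.109 for proliferation, 0.00515, 0.904 and 0.155 for interferon, and 0.196, 9.56e-06 and 0.00399 for the mesenchymal list.

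Of the single MAPK transcripts, SPRY2 (ENSG00000136158, chromosome 13, 80335976 to 80340951) changed in the mean of the edited lines against the empty vector, by 0.46 on the log2 scale (SE 0.0792, edgeR adjusted p 0.00435; 0.013 with the replicate block, where the mean correlation of same-numbered libraries was -0.05). It had 15.3 ± 1.46 CPM in empty-vector cells, 19.8 ± 1.29 CPM in guide 1 cells, 23.5 ± 0.886 CPM in guide 2 cells and 20.7 ± 1.51 CPM in cells with both guides (SD, n = 3 each). Parental cells had 21.1 ± 1.28 CPM (SD, n = 3), and against them the log2 fold change was 0.03 (edgeR adjusted p 0.902). Adjusted over the list alone, 1 transcript passed the threshold in each of the lines, and adjusted over all genes the numbers were 1, 1 and 0. The other 9 transcripts had log2 fold changes between -0.60 (DUSP6) and 0.41 (CCND1) and adjusted p from 0.172 to 0.981 by edgeR. Of these, DUSP6 (-0.78, edgeR adjusted p 0.00636) and CCND1 (0.50, edgeR adjusted p 0.0032) passed the threshold without guide 2 replicate 2.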

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

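The test of other splits was set before its result was seen, and the look at the replicate spread was chosen after the result was seen. The direct comparison of guide 1 with guide 2 cells tests a difference between lines and found 7 genes at an edgeR adjusted p under 0.05. Among those with sufficient expression were NF1, higher in guide 1 cells by 0.69 on the log2 scale, JAM3 at -3.55 and PNMA8A at 1.36. JAM3 had 0.101 CPM in guide 1 cells and 6.58 CPM in cells with both guides. That pair was not part of the planned comparisons. The pair differed in 48 genes, and guide 2 differed from both guides in 26. In guide 1 against guide 2 the proliferation list was lower (-0.46, 10 of 10 genes, unadjusted limma camera p 1.34e-07, fry p 0.0292). The interferon list was higher (0.46, 8 of 10 genes, camera p 0.00139, fry p 0.151). On these lists guide 1 replicate 3 and guide 2 replicate 2 lay apart from their groups, in that order.

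Library totals overlapped between the groups, from 52229514 to 78976917 counts in guide 1 and from 55174107 to 69186523 in guide 2, and scaling by RLE gave 6 genes. The count depended on the other genotypes being in the fit. Whether their spread or guide 2 replicate 2 accounts for this was not tested. With only the 6 libraries of guide 1 and guide 2 in the fit, 0 genes passed, and adjusted p was 0.712 for NF1, 0.242 for JAM3 and 0.712 for PNMA8A. Since the real grouping gave 0 genes in that fit, each of the 4 splits that part the same-numbered pairs (4 of 4) and each of the other 6 reaches it by necessity, and the splits carry no information here. At an unadjusted p under 0.05 there were 2648 genes in the fit of all libraries. The fits that each left out one library gave 2 to 593 genes, with 593 without guide 1 replicate 3 and 29 without guide 2 replicate 2, so the count depends on single libraries. The difference between the guides cannot be told apart from differences between separately grown lines, since the labels do not say whether the replicates of a guide were derived separately.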

How the results depend on the processing

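All alternatives except voom with quality weights, the surrogate variable and the removal of guide 2 replicate 2 for comparisons without guide 2 were set in advance. NF1 stayed lower with an adjusted p under 0.05 in every alternative run, from -1.65 to -1.29 for guide 1 (16 alternatives), from -2.34 to -2.03 for guide 2 (15) and from -2.41 to -2.09 for guides 1 and 2 (16). The largest adjusted p in these were 0.000207, 0.0089 and 4e-06. Unless a value shows it, the cause of the changes below was not tested.

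Counts are given in the order guide 1, guide 2, guides 1 and 2, the mean of the lines, parental (each against the empty vector), guide 1 against guide 2, shared against the empty vector, and shared against both controls; the reported counts were 1026, 687, 168, 1122, 762, 7, 107 and 1. DESeq2 gave 1937, 1373, 754, 1822, 1626, 204, 391 and 3. Voom with sample quality weights gave 7424, 5804, 4666, 6426, 6343, 3524, 1913 and 281. With 1 surrogate variable they were 1698, 4565, 1622, 3940, 3873, 38, 667 and 8. The replicate block gave 567, 375, 69, 809, 400, 5, 41 and 1. An absolute log2 fold change of at least 1 left 472, 250, 83, 371, 234, 6, 40 and 1. RLE scaling kept every count within 1.5 times the reported one, and no filter on low counts moved guide 1 against guide 2 to 23.

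With parental cells as the control the counts for guide 1, guide 2, both guides and the mean were 26, 9, 34 and 29, and 4 genes were shared. With the mean of both controls they were 176, 49, 32 and 263, with 4 shared. With only the compared groups in the fit the counts were 2608 for guide 1, 13 for guide 2, 3054 for both guides and 0 for guide 1 against guide 2. For parental against empty-vector cells the count was 1122. Pooling the 9 edited libraries against the empty vector gave 672 genes. The number of calls in guide 2 cells fell to 13 when the spread came from those 6 libraries alone, and the fit over all genotypes without guide 2 replicate 2 gave 2581; the cause was not tested further.

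Across the fits that each left out one library, the counts ranged from 215 to 3236 for guide 1, 170 to 2581 for guide 2, 21 to 1196 for both guides and 287 to 3363 for the mean. Parental against empty vector ranged from 145 to 2484, guide 1 against guide 2 from 2 to 593, genes shared against the empty vector from 15 to 748 and genes shared against both controls from 1 to 17. Removing guide 2 replicate 2 gave the highest count in each of these except guide 1 against guide 2, where removing guide 1 replicate 3 gave it.

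For the MAPK list the p here are unadjusted. In the reported fit no MAPK test was under 0.05 after adjustment over the 16 tests of the lists. Those tests were all against the empty vector and leave out the comparisons with parental cells. The means in these fits ranged from 0.0737 to 0.22 for guide 1, 0.0528 to 0.17 for guide 2 and 0.0817 to 0.16 for both guides, with camera p from 0.0714 to 0.363, 0.00902 to 0.319 and 0.0128 to 0.0798. The sign reversed with 1 surrogate variable for guide 1 (-0.0522, camera p 0.908) and guide 2 (-0.0044, camera p 0.414), and for both guides it was 0.0890 (0.0515). The unadjusted p for guide 2 passed under 0.05 with no filter (0.12, camera p 0.0488), without guide 2 replicate 2 (0.17, camera p 0.00902) and without empty-vector replicate 1 (0.15, camera p 0.0477). For guide 1 and guide 2, parental cells as the control gave 0.30 and 0.28 (camera p 0.00895 and 7.16e-05), and the mean of both controls gave 0.22 and 0.20 (0.0216 and 0.00119). For both guides the unadjusted p of 0.0247 rose above 0.05 with only the compared groups in the fit (0.12, camera p 0.0786), with fry (0.13, p 0.0636), with the surrogate variable and without empty-vector replicate 3 (0.0817, camera p 0.0798). Across alternatives the p ranged from 0.00895 to 0.908 for guide 1, 7.16e-05 to 0.414 for guide 2 and 0.000178 to 0.0798 for both guides. The other gene lists were run with the replicate block, fry and parental cells as the control, and not with the other alternatives.

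Among 17 single-gene results there were 305 alternative values: 254 unchanged in direction and call, 23 weaker, 9 stronger and 19 reversed. The 9 stronger are MAPK transcripts: DUSP6 and CCND1 without guide 2 replicate 2 (adjusted p 0.00636 and 0.0032), DUSP4 with the surrogate variable (0.0185), and PHLDA1, DUSP4, DUSP6, CCND1, EPHA2 and EPHA4 with voom and quality weights (1.93e-05 to 0.0317). The reversals concern MAPK transcripts. ETV5 was -3.1e-05 with RLE, -3.8e-05 with DESeq2 and -0.18 with the surrogate variable, and ranged from -0.0397 to 0.0631 with one library left out. SPRY4 was -0.20 and EPHA4 -0.35 (reported 0.35) with the surrogate variable. SPRY4 ranged from -0.0757 to 0.0774 and ETV4 from -0.0063 to 0.20 with one library left out. Against parental cells DUSP6 was 0.46 (reported -0.60) and ETV4 -0.0401. LCP1 received no adjusted p from DESeq2. Depth limits fold changes of genes near the floor of 0.038 to 0.065 CPM, such as TMPRSS15 in empty-vector cells. The biological coefficient of variation was 22.14%.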

Other observations

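The tests of GC content and length, of the held-out empty-vector libraries and of other splits were set before their results were seen; all other tests here were chosen after the result was seen.

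Guide 2 replicate 2 lay far from the other guide 2 libraries. Its NF1 level of 31.4 CPM lies inside the range of the other edited libraries, which goes against an exchange with an unedited library. Its total of 55174107 counts lies inside the range of the others. GC content and transcript length explained 1.11% of the variance of its log2 ratio to the other guide 2 libraries across 9512 genes. After that regression the medians of the shifted chromosomes were 0.301 to 0.407.

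The ratio shifted along whole chromosomes. On chromosomes 7, 8, 11, 13, 19 and 20 the median log2 ratio was 0.234 to 0.425, and all 33 windows of 20 Mb on them had the same sign. The other 17 chromosomes had medians from -0.225 to 0.002. The lowest was chromosome X, where 31.8% of genes were above 0 and all 6 windows were below 0. Only upward shifts were picked, so chromosome X counts among the others. Relative to the median of all libraries, the 6 picked chromosomes had medians of 0.286 to 0.414 in guide 2 replicate 2. These medians were 0.144 to 0.323 in parental replicate 1 and -0.073 to 0.078 in the other 13 libraries. On other chromosomes the empty-vector libraries stood apart, with 0.118, 0.116 and 0.209 on chromosome 6 and 0.138, 0.111 and 0.167 on chromosome 15, against -0.075 to 0 and -0.072 to 0 in the other 12 libraries. On chromosome 3 they had the smaller values of 0.048, 0.033 and 0.076, against -0.054 to 0 in the other 12. A candidate explanation is a different set of chromosome copies in part of the cells. The test set for it required at least 80% of genes on each shifted chromosome to move the same way. The shares were 68.8% to 78.8%, so none of the 6 chromosomes met the requirement. The 6 chromosomes were picked for a median of at least 0.2 in this ratio, so the shared sign of their windows is partly built in. The windows of guide 2 replicate 2 therefore say little about that explanation, and its shares fall short of the requirement. The ratio of parental replicate 1 to parental replicate 2 was not used to pick the 6 chromosomes. In that ratio their medians were 0.141 to 0.278, and all windows on each had the same sign. The shares were 69.3% to 80.2%, and only chromosome 13 met the requirement. These windows go with a shift along whole chromosomes, and RNA alone leaves its cause open. Culture or library batches are not given in the labels and were not tested.

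Across 23 chromosomes the medians of parental replicate 1 minus parental replicate 2 followed those of guide 2 replicate 2 (Pearson r 0.99, permutation p 0.0001, the smallest possible; Spearman rho 0.944, permutation p 0.0001; slope 0.615; r 0.986 without the 2 farthest chromosomes). For parental replicate 3 the values were r 0.621, rho 0.8 and slope 0.099. Guide 1 replicate 3 gave r -0.011 and empty vector replicate 3 gave r -0.142, among 4 relations computed. Chromosomes are not independent replicates. The slope may reflect a mixture of cells in parental replicate 1, as r = 0.99 would allow, but a shared expression programme could give the same relation, and the test does not separate them. TP63, chosen after its values were seen, had 75.8 CPM in guide 2 replicate 2 and 0.0542 and 0.0723 CPM in the other guide 2 libraries. In parental replicates 1, 2 and 3 it had 37.4, 0.815 and 19.9 CPM. It also had 43.14, 41.37 and 68.04 CPM in the empty-vector libraries and 7.829 to 10.99 CPM in cells with both guides, which are not shifted on the 6 chromosomes, so its level does not follow the shift. KRT14 and KRT5, also chosen after their values were seen, were highest in guide 2 replicate 2 (1147 and 4997 CPM). Parental replicate 1 came next (544.7 and 2997 CPM), and the other libraries had at most 308.7 and 2368 CPM. Such single genes do not settle the question.

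The genes shared by the edited lines against the empty vector may reflect a shift of the empty-vector cells. When genes were selected without an empty-vector replicate, 98%, 97.2% and 93.8% of the 51, 36 and 16 genes moved the same way in parental cells against the left-out library. Selection and test share the parental and empty-vector cell lines, so this does not say why the empty vector differs. The shifts of its libraries on chromosomes 3, 6 and 15 given above could belong to the same difference, as the 93.8% does not separate a vector effect from other changes of these cells.

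Loss of the region around NF1 would lower its neighbours. The 20 tested protein-coding genes within 1 Mb had a median log2 fold change of 0.0042 in the mean of the edited lines against the empty vector. One of them, CPD, had an edgeR adjusted p under 0.05 (-0.20, adjusted p 0.0319). The lowest was RAB11FIP4, which starts at 31391624, just past the NF1 end, at -1.32 (edgeR adjusted p 0.330), with -3.04 in guide 1, -0.0009 in guide 2 and -0.93 in guides 1 and 2, adjusted p 0.1052 to 0.9997; ADAP2 had -0.67 (0.498). The genes inside NF1, EVI2A and EVI2B, had 0.20 and -0.24 (0.709 and 0.582). These 5 were chosen after their values were seen. The median goes against a loss of the whole 1 Mb on each side and does not exclude a smaller loss.

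Culture state was examined with the proliferation list. Its mean score was 7.46 ± 0.171 in empty-vector and 8.11 ± 0.0250 in parental cells (SD, n = 3 each), a difference of 0.646. Within guide 1 the scores ranged over 0.909, with 7.234, 7.22 and 8.129 in replicates 1 to 3. The ranges were 0.317 in empty-vector, 0.05 in parental, 0.185 in guide 2 and 0.043 in guides 1 and 2, so only guide 1 exceeded the difference between the control means. A culture state that varies between cultures may be seen in guide 1 replicates, and the ranges within the controls do not support it for the difference between them. The real split was 1 of 4 to reach the list mean for proliferation in guide 2, guides 1 and 2 and parental cells and for interferon in guide 1 cells, and 0 of the other 6 splits did so.

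For the 3 against 3 comparisons the splits cannot give a share under 0.1. Fits of the 6 libraries alone were used. For guide 1, guide 2, guides 1 and 2 and parental cells against the empty vector, 1 of the 4 splits that part each same-numbered pair gave as many genes, the real one, and the other 6 splits gave 0 genes. For the MAPK list mean, 1 of 4 splits reached the real value for guide 1, 2 of 4 for guide 2 and 1 of 4 for guides 1 and 2; among the other 6 splits the numbers were 2, 1 and 0. For the pooled comparison of 9 edited with 3 empty-vector libraries, 2 of 64 splits gave as many genes as the real 672. The other one, which set guide 2 replicate 2 beside 2 empty-vector libraries, gave 1651. For genes shared against the empty vector, 1 of 100 relabellings within replicate numbers reached 107 genes, the real one; the highest of the others was 1 gene. For genes shared against both controls, 2 of 100 reached 1 gene, the real one and 1 other. The number of relabellings was raised to 100 after the result of a smaller number had been seen.

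Without guide 2 replicate 2, 17 genes changed the same way in all edited lines against both controls, NF1 among them. DCN and RGS4, chosen after their values were seen, are 2 of the others. DCN had 831 ± 351 CPM in guide 1 cells, 261 ± 182 in guide 2 cells, 241 ± 12.6 in cells with both guides, 113 ± 26.7 in empty-vector and 105 ± 18.4 in parental cells (SD, n = 3 each). RGS4 had 4.67 ± 0.883, 7.63 ± 4.88, 3.18 ± 0.337, 0.725 ± 0.177 and 1.60 ± 0.325 CPM in the same groups. These means include guide 2 replicate 2, in which DCN had 55.35 CPM, below each control library (82.33 to 130.4 CPM), and RGS4 had 1.994 CPM, against 0.5223 to 1.964 CPM in the control libraries. DCN in that library thus goes the opposite way. KRT14 and NDRG1, also chosen after their values were seen, are in the lower part of the set and go the opposite way too. They had 1147 CPM (controls 37.76 to 544.7) and 189.2 CPM (controls 82.27 to 150.8) in guide 2 replicate 2. BIRC3, chosen likewise and called lower, had 113 CPM there, inside the control range of 83.71 to 165.1 CPM.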
